A study of Arabidopsis thaliana with 47 samples. Its data were reported in "Transcriptional activation of auxin biosynthesis drives developmental reprogramming of differentiated cells" (2022).

How the data were processed

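RNA-seq counts were analysed in 47 libraries of Arabidopsis thaliana in 12 groups, which the labels gave by sampling day and treatment. Per the authors, stranded mRNA libraries were sequenced with single-end reads and the reads were mapped with Bowtie to the TAIR10 genome. Read trimming was not stated. As deposited, the values were raw read counts per splice variant with no normalization, below a header line with the number of mapped reads, and a read shared by splice variants was counted for each. All counts together came to between 145.3% and 156.8% of the mapped reads, and splice variant 1 alone came to between 101.9% and 104.7%. The lists of splice variants differed between replicates 1 to 3 (36081 entries), 4 to 8 (33565) and 9 to 11 (32648), for reasons not given. A variant missing from a list was taken as 0 where experiments were fitted together. Gene names came from a RefSeq table for 27628 of the 28197 loci. That table was built on TAIR10.1 and the files hold no coordinates, so no positions are given.

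Counts of splice variant 1 of each locus, or of the variant with the lowest number in 36 loci without one, were analysed in R 4.3.3 with edgeR 4.0.16. Loci were filtered with filterByExpr and scaled by the trimmed mean of M values (TMM), and groups were compared with the quasi-likelihood test. Each of the 3 experiments was fitted by itself with all its groups, without a block, as the study's methods name none. A gene was called changed at a log2 fold change over 2 in size, p under 0.01 and a Benjamini-Hochberg adjusted p under 0.01. Because edgeR gives no standard error, SE is the size of the log2 fold change divided by the square root of F. In counts simulated from the Day 6 control means and the fitted dispersions, 197 of 200 genes with an 8-fold change among 17981 genes were recovered without a false call. With the replicate number as a block 196 were recovered. Changed genes were drawn from those with a mean of at least 1 CPM, and libraries were drawn independently of each other. The simulation therefore does not cover changes in genes below that level, paired libraries or outlying libraries.

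The comparisons numbered 17, with 2 more added after the data had been seen, namely the effects of yucasin and of MB-3 at Day 6 minus those at Day 4. The effect of omitting 2,4-D minus that of yucasin was taken from cell means of group within experiment, each treatment against its own control, and an additive experiment term was tried as an alternative. Replicate numbers were shared between groups of an experiment. Whether they mark cultures from the same isolation was not stated, so each comparison was also fitted with the number as a block. Pairing was measured as the correlation across genes of the deviations of libraries from their group means, and genes are not independent replicates. Deviations cancel out within a group. Where both groups hold the same replicate numbers, the value for other pairs is therefore tied to that for same-numbered pairs, with the opposite sign. It is not an independent baseline.

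Gene lists were copied from the study's supplements before the data were examined, as were the comparisons, tests, thresholds and most of the alternative settings. They held 72 nuclear photosystem and light-harvesting genes, 18 chloroplast fission genes, 75 cell wall biosynthesis genes, 98 nuclear genes of the TCA cycle and respiratory chain, 172 S phase genes and 183 G2/M phase genes, after leaving out 2 genes in both cell-cycle lists. A list was summarised by its median log2 fold change and tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 26 results. That correlation was preset, not estimated. It treats the genes of a list as nearly independent, so very small camera p-values can overstate certainty. A list was counted as past the threshold at an adjusted p under 0.05 when the direction of the test equalled the sign of the median. That condition on direction was chosen after the output with total-count scaling had been seen. Cell-cycle scores were means of log2(CPM + 1), where CPM are TMM-scaled counts per M counts, compared by exact two-sided permutation of labels within day.

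Named genes were a list of 56 pairs of gene and comparison fixed from the study's text, and 24 chosen by rule. The study's text rests on these same libraries, so values adjusted over the list alone do not allow for its choice of genes. The rule took, for each comparison of MB-3, yucasin or medium without 2,4-D with control, the 2 largest rises and the 2 largest falls among genes past the thresholds with a mean of at least 10 CPM and ranges that did not overlap between the groups. The floor of detection was 3 counts. A fold against a group with at most 3 counts in every library is given as a lower bound, computed against that floor. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

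Alternatives were DESeq2 1.42.0, total-count scaling, the likelihood-ratio test, no low-count filter, every splice variant, nuclear loci alone, only the groups compared, a log2 fold change over 1 with an adjusted p under 0.05, the rotation test fry, mean in place of median, organellar loci in the lists, score pseudocount 0.1, scores from genes with a mean CPM of at least 1, fits without an experiment term, the replicate block, and leaving out each replicate number. A minimum mean of 5 CPM in the higher group was added later for replicates 1 to 3. Alternative splits of the libraries that part same-numbered pairs were refitted, and 100 of 216 were drawn with a fixed seed for the genes shared by both Day 14 comparisons. Libraries of a group were checked for duplicates over 52 pairs. Enrichment of functional terms was not analysed here.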

Results

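Messenger RNA was sequenced in 47 libraries of Arabidopsis thaliana Columbia-0. The libraries came from rosette leaves and from leaf protoplasts, which are leaf cells freed of their walls. Protoplasts were embedded in alginate gel and cultured in medium with the synthetic auxin 2,4-D (1 mg/L) and the cytokinin thidiazuron (176 µg/L). The plants were 23 days old at sampling or at protoplast isolation. The replicate numbers and the row lists of the files divide the libraries into 3 experiments. Replicates 1 to 3 held leaf, freshly isolated protoplasts (Day 0), and protoplasts cultured for 14 days with or without MB-3, with 3 libraries per group. Replicates 4 to 8 held 5 Day 0 libraries and 3 libraries each of the control at Days 2, 4 and 6 and of yucasin and MB-3 treated protoplasts at Days 4 and 6. Replicates 9 to 11 held 3 libraries each of Day 0, of the Day 4 control and of protoplasts cultured for 4 days in medium without 2,4-D. MB-3 is an inhibitor of histone acetyltransferases, and yucasin is an inhibitor of auxin biosynthesis. The control was the culture without either inhibitor.

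The files gave between 4.34 and 19.13 M mapped reads per library (M, mega), with a median of 8.46 M. Replicates 1 to 3 had 4.34 to 14.95 M mapped reads, replicates 4 to 8 had 5.07 to 14.01 M, and replicates 9 to 11 had 4.58 to 19.13 M. A count of 3 in a library, taken as the floor of detection, corresponded to between 0.15 and 0.67 CPM (counts per M counts of the library, TMM-scaled where groups are compared) of splice variant 1. In all, 28197 loci were listed, of which 27988 were nuclear, 88 plastid and 121 mitochondrial. The smallest chi-square per degree of freedom between any of the 52 pairs of libraries of a group was 4.28, so no pair agreed within sampling noise and each library was counted as 1 replicate. Genes are called changed below when the log2 fold change exceeded 2 in size, with p under 0.01 and a Benjamini-Hochberg adjusted p under 0.01 in edgeR's quasi-likelihood test. Every comparison with Day 0 depended on the scaling. The trimmed mean (TMM) factors of Day 0 lay between 0.49 and 0.67, against 0.91 to 1.39 in cultured protoplasts, and scaling by total counts shifted the median log2 fold change of all genes by 0.80 to 1.304 upward in the control and MB-3 cultures compared with Day 0. Of 2800 loci silent in the other experiments, 36.8% to 88.7% had reads in 6 of the 12 libraries of replicates 1 to 3. In the others of these 12 libraries, 1.04% to 11.5% had reads. Small values of these replicates may therefore rest partly on background.

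The comparison of Day 0 with leaf asked which transcripts differed after protoplast isolation. Among 20205 loci tested, 6904 changed, of which 2371 were higher and 4533 lower at Day 0 (3 libraries per group). A block for the replicate number gave 6799. All 3 leaf libraries had reads at many of the silent loci (39.0%, 84.3% and 61.5% detected), which could raise small leaf values. With a mean of at least 5 CPM in the higher group, 2339 genes were higher and 3729 lower at Day 0. Same-numbered libraries of these groups deviated together with a mean correlation of 0.069. The value for other pairs, -0.035, is tied to it by the group means. Scaling by total counts moved the split to 1120 higher and 7647 lower, so that the share of higher calls went from 34.3% to 12.8%, with a shift of -1.03 in the median log2 fold change of all genes. The list of nuclear photosystem and light-harvesting genes had a median log2 fold change of -2.61 over 71 loci, 66 of them below 0 (camera, adjusted p 4.67e-09, with the replicate number as a block 7.23e-11). LHCB1.2 (AT1G29910) fell from 6073 ± 5521 to 294.0 ± 183.2 CPM (mean ± SD, n = 3, log2 fold change -4.37, SE 0.68, edgeR adjusted p 8.01e-05), and RBCS1A (AT1G67090) fell from 7341 ± 1787 to 922 ± 404 CPM (log2 fold change -2.99, SE 0.53, edgeR adjusted p 2.48e-04). Both belong to families of near-identical copies, so their counts are uncertain to the extent that reads were shared. IAA7 (AT3G23050) fell by 2.25 on the log2 scale (SE 0.38, edgeR adjusted p 1.46e-04). IAA3 (AT1G04240) reached at most 3 counts at Day 0 and was at least 65.2-fold lower than in leaf. IAA18 (AT1G51950) did not differ (log2 fold change 0.04, SE 0.30, edgeR adjusted p 0.914), and under total-count scaling its sign turned (-1.01). Leaf tissue also contains other cell types, so cell composition and isolation cannot be told apart in this comparison.

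The Day 14 comparisons asked how culture and MB-3 altered the transcriptome. Against Day 0, 6861 genes changed in the Day 14 control, 4141 of them higher and 2720 lower, and 6509 changed in the MB-3 culture, 3716 higher and 2793 lower (3 libraries per group). The counts with the replicate number as a block were 6741 and 6366, and the mean correlations of same-numbered deviations were 0.094 and 0.075. With the likelihood-ratio test the counts were 7304 and 7050. Scaling by total counts raised the share of higher calls from 60.4% to 88.2% in the control and from 57.1% to 86.5% with MB-3. Between MB-3 and control at Day 14, 1067 genes changed, 358 higher and 709 lower with MB-3. A block for the replicate number gave 962, at a same-number correlation of 0.062. At these thresholds the count moved to 1663 with the likelihood-ratio test (491 higher, 1172 lower) and to between 529 and 640 when each replicate number was left out in turn. In total, 389 genes rose in the control over Day 0 and were lower with MB-3 than in the control. This count was 357 with the replicate number as a block and 547 with the likelihood-ratio test. The TCA cycle and respiratory chain list had a median log2 fold change of 0.18 with MB-3 over 92 loci, none of which passed the thresholds for a single gene, and 67 were above 0 (camera, adjusted p 0.0064, with the replicate number as a block 0.0085).

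Among the auxin biosynthesis genes named by the study, CYP79B2 (AT4G39950) rose from 4.26 ± 3.51 CPM at Day 0 to 333 ± 222 CPM in the Day 14 control and was 31.5 ± 26.8 CPM with MB-3 (n = 3 each). Its log2 fold changes were 6.28 against Day 0 (SE 0.79, edgeR adjusted p 1.22e-05) and -3.42 for MB-3 against control (SE 0.66, edgeR adjusted p 0.00296, beyond the threshold without replicate 2 or 3). CYP79B3 (AT2G22330) rose by 4.50 (SE 0.50, edgeR adjusted p 3.71e-06) and was lower with MB-3 by a log2 fold change of -6.57 (SE 0.54, edgeR adjusted p 1.23e-05). These genes are paralogs and could share reads. YUC1 (AT4G32540) had no count at Day 0 and at most 32 in a Day 14 control library, so it was at least 1.49-fold higher in the control than at Day 0 and at least 3.99-fold lower with MB-3. Its adjusted p-values in edgeR were 0.0137 and 0.0218, beyond the threshold. By the rule stated in the methods, the largest rises with MB-3 were OLEO1 (AT4G25140, log2 fold change 8.05, SE 0.72, edgeR adjusted p 1.77e-05) and CRU3 (AT4G28520, 7.86, SE 0.90, edgeR adjusted p 8.71e-05). The largest falls were BGLU18 (AT1G52400, -11.73, SE 1.01, edgeR adjusted p 1.48e-05) and AT1G25530, which reached at most 3 counts with MB-3 and was at least 589-fold lower.

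**Figure D1:**
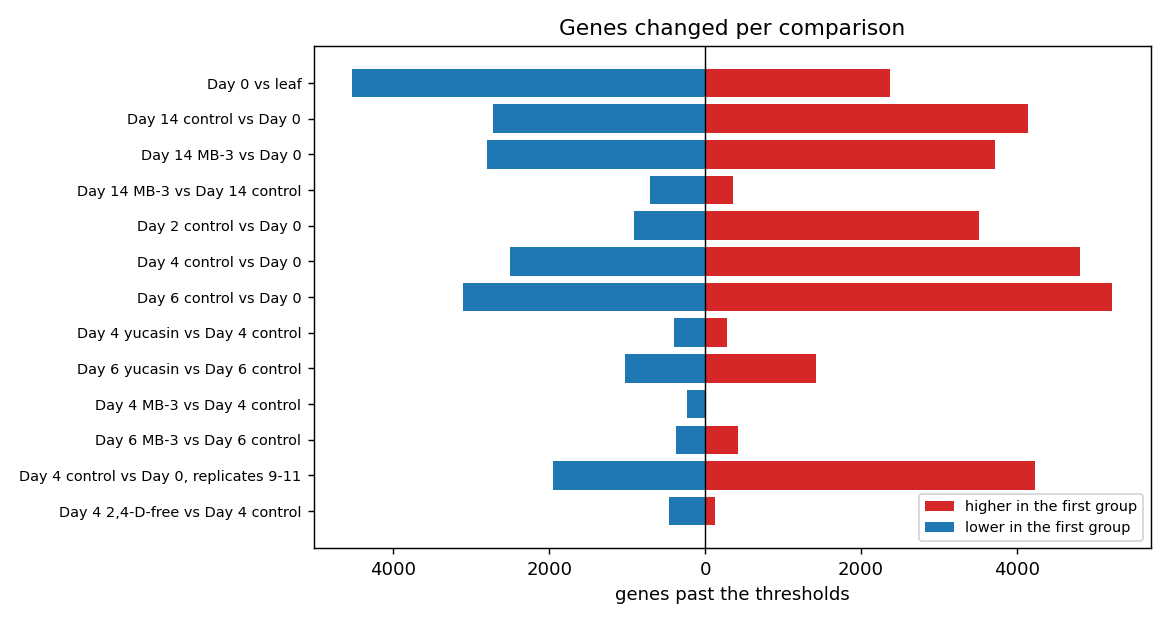
Number of genes past the thresholds (horizontal axis) in each of 13 comparisons (vertical axis), with genes higher in the group named at the start drawn to the right and lower ones to the left. The comparisons with Day 0 have between 4427 and 8342 genes, and MB-3 at Day 4 has 248.

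The control time course of replicates 4 to 8 asked when transcripts change in culture. Against the 5 Day 0 libraries, 4427 of 19043 genes changed at Day 2 (3517 higher, 910 lower), 7313 at Day 4 (4813 higher, 2500 lower) and 8342 at Day 6 (5230 higher, 3112 lower). With the replicate number as a block the counts were 4502, 7419 and 8188, and the mean correlations of same-numbered deviations were 0.040, 0.0058 and -0.0039. Under total-count scaling the shares of higher calls went from 79.4% to 94.8% at Day 2, from 65.8% to 87.6% at Day 4 and from 62.7% to 84.0% at Day 6. Relative to all genes, the photosystem list fell, with a median log2 fold change of -0.99 at Day 2 (55 of 71 loci below 0, camera adjusted p 0.00113, with the replicate number as a block 0.00424) and -1.86 at Day 6 (57 of 71 loci, adjusted p 1.18e-04, block 7.44e-05). At Day 2 the chloroplast fission list (median 0.32, 10 of 18 loci above 0, camera adjusted p 0.392, block 0.387, and a median of -0.15 with every splice variant counted) and the cell wall biosynthesis list (median 0.84, 40 of 62 loci, adjusted p 0.520, block 0.367) did not stand apart from other genes, while 13 cell wall loci rose and 1 fell past the thresholds. LHCB1.2 and RBCS1A changed by -1.70 (SE 0.37) and -1.75 (SE 0.29) at Day 2 (edgeR adjusted p 2.12e-04 and 7.40e-06), short of the fold-change threshold.

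The S phase and G2/M phase lists, which hold genes of DNA replication and of mitotic entry and mitosis, followed different courses. The S phase list rose by a median of 1.22 at Day 2 (121 of 169 loci above 0, camera adjusted p 0.0346, with the replicate number as a block 0.0769), 1.95 at Day 4 (adjusted p 7.39e-05, block 3.47e-04) and 2.50 at Day 6 (adjusted p 6.07e-07, block 1.63e-06). The G2/M phase list had a median of 0.71 at Day 2, where it did not stand apart from other genes (adjusted p 0.715, block 0.607, but 0.00529 with total-count scaling, in the direction opposite to the median), then 3.20 at Day 4 (163 of 181 loci above 0, adjusted p 7.39e-05, block 9.18e-05) and 4.95 at Day 6 (175 of 181 loci, adjusted p 8.56e-11, block 6.40e-12). MCM3 (AT5G46280) was at least 6.82-fold higher at Day 2 than at Day 0, where it reached at most 1 count. CYCD3;1 (AT4G34160) did not differ at Day 2 (log2 fold change 0.58, SE 0.38, edgeR adjusted p 0.169). At Day 6, CDC20.1 (AT4G33270) was at least 133-fold higher than at Day 0, and CYCB1;1 (AT4G37490) rose from 1.26 ± 0.75 CPM (n = 5) to 6.32 ± 0.67 CPM (n = 3, log2 fold change 2.37, SE 0.39, edgeR adjusted p 4.51e-06). MYB3R4 (AT5G11510) was not detectably changed at Day 4 (0.36, SE 0.36, edgeR adjusted p 0.355) and rose by 1.70 at Day 6 (SE 0.34, edgeR adjusted p 7.16e-05), short of the fold-change threshold. PLT3 (AT5G10510) was at least 25.3-fold higher at Day 4 and at least 116-fold higher at Day 6. PLT5 (AT5G57390) and PLT7 (AT5G65510) were at least 19.3-fold and 12.6-fold higher at Day 6. ARF7 (AT5G20730) fell by 2.24 (SE 0.16, edgeR adjusted p 3.46e-12) and ARF19 (AT1G19220) rose by 2.22 (SE 0.18, edgeR adjusted p 3.19e-11), and IAA14 (AT4G14550) was at least 2.499-fold higher. YUC1 reached at most 1 count in any Day 4 control library of this experiment and none at Day 6, so no change was detectable at this depth.

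Yucasin and MB-3 were compared with the control of the same day to ask which culture responses depended on auxin synthesis or histone acetylation. With yucasin, 688 genes changed at Day 4 (284 higher, 404 lower) and 2457 at Day 6 (1428 higher, 1029 lower). With MB-3, 248 changed at Day 4 (14 higher, 234 lower) and 803 at Day 6 (428 higher, 375 lower). With the replicate number as a block the counts were 716, 2504, 293 and 828, and the mean correlations of same-numbered deviations were 0.291, 0.084, 0.346 and 0.343. Total-count scaling turned the split of yucasin at Day 6 to 953 higher and 1630 lower, with a shift of -0.48 in the median of all genes. The shifts were -0.15 for yucasin at Day 4 and -0.12 for MB-3 at Day 6, where the majority turned to 356 higher and 433 lower, and to 347 higher and 386 lower with nuclear loci alone. At Day 6, 296 genes were lower under both inhibitors. Both comparisons used the same control libraries, which alone can give shared calls. No expected overlap was computed, so this count does not show a shared response. With nuclear loci alone, the genes higher with yucasin at Day 4 numbered 184.

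The G2/M phase list was lower under both inhibitors. Its median log2 fold change was -2.81 with yucasin at Day 4 (176 of 181 loci below 0, camera adjusted p 2.69e-55), -3.85 at Day 6 (177 loci, 2.70e-41), -2.27 with MB-3 at Day 4 (175 loci, 7.34e-83) and -2.05 at Day 6 (178 loci, 1.55e-51). The S phase list was lower by less, at -0.58 (145 of 169 loci, 2.45e-15), -1.50 (147 loci, 6.05e-23), -0.15 (117 loci, 0.00263) and -0.44 (133 loci, 1.49e-08). With the replicate number as a block these 8 medians kept their sign and adjusted p-values of at most 0.00724. The rotation test fry, which asks whether a list changed at all, gave larger adjusted p-values for the G2/M phase list. In the same order they were 8.73e-07, 2.00e-10, 5.09e-06 and 2.31e-07. For the S phase list fry gave 6.86e-08, 7.55e-14, 0.0165 and 2.44e-06. A score per library, the mean log2(CPM + 1) of the G2/M phase list minus that of the S phase list, tested the difference between the lists directly. It fell by 1.21 with yucasin and by 1.16 with MB-3, each averaged over Days 4 and 6 with 3 libraries per group, against a mean SD within groups of 0.15 and 0.17. Both exact permutation tests (two-sided, 400 arrangements of labels within day) gave p = 0.005, the smallest they can give. With the replicate number as a block, 64 sign flips of same-numbered pairs gave an exact p of 0.0312, again the smallest possible. Over the 3 score tests run, the Benjamini-Hochberg adjusted value of both was 0.0075. The photosystem list did not differ with yucasin at Day 6 (median -0.15, 41 of 71 loci below 0, camera adjusted p 0.301, block 0.275, and a median of 0.19 with the plastid loci of the list) and was slightly lower with MB-3 (median -0.25, 51 of 71 loci, adjusted p 0.0273, block 0.0304).

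**Figure D2:**
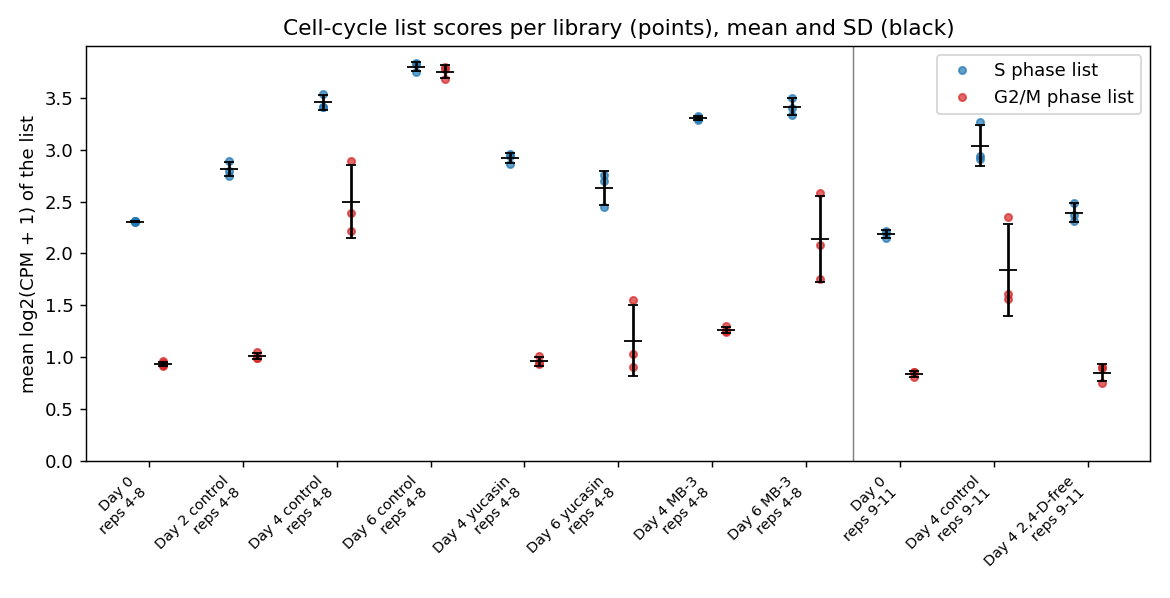
Mean log2(CPM + 1) of the S phase list and of the G2/M phase list (vertical axis) in each library (points) by group (horizontal axis), with group mean and SD in black, for replicates 4 to 8 at the left and 9 to 11 at the right of the line. The G2/M phase score averaged 3.75 in the Day 6 control, 1.16 with yucasin and 2.14 with MB-3.

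MYB3R4 was lower with yucasin by -2.08 at Day 4 (SE 0.46, edgeR adjusted p 0.00196). At Day 6 the value with yucasin was -4.12 (SE 0.50, edgeR adjusted p 2.55e-07). With MB-3 it did not pass at Day 4 (-1.53, SE 0.42, edgeR adjusted p 0.0256, with the replicate number as a block 0.0193). It was lower by -1.91 with MB-3 at Day 6 (SE 0.40, edgeR adjusted p 8.71e-04), short of the fold-change threshold. CYCB1;1 was at least 5.67-fold lower with yucasin at Day 4, where it reached at most 3 counts, and it was lower by -4.14 with yucasin (SE 0.55) and -2.86 with MB-3 (SE 0.46) at Day 6 (edgeR adjusted p 1.03e-06 and 5.00e-05). With yucasin at Day 6, CDC20.1 changed by -4.76 (SE 0.56), MCM3 by -2.42 (SE 0.31), CYCD3;1 by -1.45 (SE 0.22) and ARF19 by -0.76 (SE 0.20), with edgeR adjusted p-values of 1.71e-07, 4.94e-07, 5.82e-06 and 0.00196, and IAA14 rose by 3.42 (SE 0.36, edgeR adjusted p 3.25e-08). Of these, CYCD3;1 and ARF19 were short of the fold-change threshold. ARF7 was 35.04 ± 4.77 CPM with yucasin and 33.9 ± 2.17 CPM in the control (n = 3, edgeR adjusted p 0.826). Under total-count scaling its log2 fold change was -0.43 (edgeR adjusted p 0.0235), close to the median shift of all genes. Which scaling holds was not tested. PLT3 did not pass with MB-3 at Day 4 (-0.69, SE 0.26, edgeR adjusted p 0.114, with the replicate number as a block 0.0322, over the fixed list alone 0.0159). At Day 6 it was lower with MB-3 (-1.40, SE 0.24, edgeR adjusted p 1.35e-04), short of the fold-change threshold. Differences between the days were tested directly and did not pass: PLT3 with MB-3 (-0.70, SE 0.35, edgeR adjusted p 0.341), MYB3R4 with MB-3 (-0.38, SE 0.58, edgeR adjusted p 0.830), MYB3R4 with yucasin (-2.04, SE 0.72, edgeR adjusted p 0.0415) and CYCB1;1 with yucasin (-1.07, SE 1.07, edgeR adjusted p 0.497). These day differences were fitted without the replicate block, and values with it are not available. They stay open, as same-numbered libraries deviated together in this experiment. At Day 6 with MB-3, PLT5 changed by -3.88 (SE 0.44, edgeR adjusted p 6.08e-07) and PLT7 by 0.91 (SE 0.19, edgeR adjusted p 0.00126), the latter short of the fold-change threshold. The genes with the largest changes by the stated rule were, with yucasin, AT5G64110 (log2 fold change 4.78) and AT5G26280 (4.63) upward and ENODL15 (-7.51) and AT3G02120 (at least 62.7-fold lower) downward at Day 4, and CDEF1 (7.36), AT5G64100 (6.71), AT4G02800 (-6.11) and ATLP-1 (-7.59) at Day 6. With MB-3 they were GRP3S (2.50), LP1 (2.46), AT3G02640 (-4.26) and AGP31 (-5.04) at Day 4, and GPAT6 (4.35), AT5G58840 (4.01), GH9B13 (-4.69) and AT1G71695 (-4.88) at Day 6. Their largest edgeR adjusted p-value was 8.06e-04, for LP1. Leaving out a replicate took the adjusted p beyond the threshold for MYB3R4 with yucasin at Day 4 and with MB-3 at Day 6 and for PLT7 (2 of 3 fits each, up to 0.0226, 0.0333 and 0.0434), and for ARF19, CYCB1;1 at Day 4 and LP1 (1 of 3 fits each, up to 0.0574, 0.0130 and 0.0235).

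The experiment of replicates 9 to 11 asked what the absence of 2,4-D changed by Day 4. The Day 4 control differed from Day 0 in 6192 of 17665 genes, 4238 higher and 1954 lower (6259 with the replicate number as a block, same-number correlation -0.0094). The change from Day 0 to Day 4 did not differ past the thresholds in any gene between replicates 9 to 11 and replicates 4 to 6, while 1820 of 18259 genes had an unadjusted p under 0.05 (also 0 genes with the replicate number as a block). Without 2,4-D, 598 genes changed against the Day 4 control, 134 higher and 464 lower (102 higher and 738 lower with total-count scaling, which shifted the median of all genes by -0.29). With the replicate number as a block 778 changed, and same-numbered libraries deviated together with a mean correlation of 0.429. The value for other pairs, -0.175, is tied to it by the group means. The count rested on single replicates, as leaving out each in turn gave between 12 and 1146 genes. Of the 464 genes lower without 2,4-D, 96 were also lower with yucasin at Day 4.

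Without 2,4-D the S phase list had a median log2 fold change of -0.80 (124 of 157 loci below 0, camera adjusted p 2.78e-08, with the replicate number as a block 9.53e-09) and the G2/M phase list -1.86 (117 of 129 loci, adjusted p 4.31e-18, block 7.27e-17). The rotation test fry gave adjusted p-values of 0.00161 for the S phase list and 0.00611 for the G2/M phase list. The score of G2/M minus S phase fell by 0.34 (n = 3 per group, exact permutation test, two-sided, p = 0.1, the smallest possible with 3 against 3, with the replicate number as a block 0.25, also the smallest possible). CYCD3;1 fell by 2.81 (SE 0.45, edgeR adjusted p 0.00325) and KRP1 (AT2G23430) rose by 2.09 (SE 0.42, edgeR adjusted p 0.00929), but neither passed without replicate 10 or without replicate 11 (adjusted p-values up to 0.0633 and 0.112). MCM3 (-2.66, SE 0.58, edgeR adjusted p 0.0132), CYCD2;1 (AT2G22490, -0.84, SE 0.30, edgeR adjusted p 0.0670) and MYB3R4 (-0.23, SE 0.38, edgeR adjusted p 0.661) did not pass, although MCM3 passed with the replicate number as a block (-2.89, edgeR adjusted p 0.00172), and CYCB1;1 had too few counts to be tested. By the stated rule the largest rises were CCD8 (5.34, SE 0.77, edgeR adjusted p 0.00378) and BFN1 (5.07, SE 0.82, edgeR adjusted p 0.00346), which also did not pass without replicate 10 or 11 (adjusted p-values up to 0.0713 and 0.0846), and the largest falls were CEL3 and AT4G15160, which reached at most 1 count without 2,4-D and were at least 1226-fold and 1606-fold lower, the latter with an adjusted p of 0.0137 without replicate 11.

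The effect of omitting 2,4-D was compared with that of yucasin, each taken against the Day 4 control of its own experiment. The effects differed in 312 of 18478 genes, 95 with a higher and 217 with a lower value without 2,4-D (450 with the replicate number as a block). The treatments were run in different experiments, so a difference between experiments that acts on treated and control cultures unequally cannot be told apart from the treatments. The S phase list did not differ (median -0.20, 105 of 165 loci below 0, camera adjusted p 0.237, block 0.146). The G2/M phase list was higher without 2,4-D by a median of 0.51 (115 of 167 loci, adjusted p 0.0022, block 0.00626), although the rotation test fry did not separate it (adjusted p 0.278). KRP1 (2.1, SE 0.52, edgeR adjusted p 0.0243, over the fixed list alone 0.00113), CYCD3;1 (-1.40, SE 0.47, 0.0895), MCM3 (-1.32, SE 0.60, 0.197) and CYCD2;1 (-0.76, SE 0.41, 0.277) did not pass, although KRP1 with DESeq2, and KRP1 and MCM3 without replicate 9, did.

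Over the fixed list of 56 pairs of gene and comparison, 52 could be tested. Of these, 37 had an adjusted p under 0.01 over all genes and 41 when adjusted over the list alone, and 29 passed all thresholds. The study named these pairs from the same libraries, so these counts are not independent support. Adjustment over the list alone does not allow for that choice. Day 0 protoplasts of different experiments were compared to gauge differences between experiments. Replicates 4 to 8 differed from replicates 1 to 3 in 135 of 14446 genes, 125 of them lower in replicates 4 to 8. With nuclear loci alone, 93 genes differed and 83 of them were lower. Replicates 9 to 11 differed from replicates 4 to 8 in 0 of 14593 genes, with 2528 at an unadjusted p under 0.05.

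The mitochondrial share of counts differed between cultures of the same day. It was 1.82 ± 0.27% with yucasin and 0.58 ± 0.07% in the control at Day 4, and 2.04 ± 0.10% and 0.31 ± 0.01% at Day 6 (SD, n = 3 each, exact permutation test within day, two-sided, p = 0.005, the smallest it can give). With MB-3 it was 0.75 ± 0.10% at Day 4 and 0.89 ± 0.26% at Day 6 (exact p = 0.005). The plastid share was higher with yucasin by 0.86 percentage points on average (exact p = 0.005) and did not differ with MB-3 (exact p = 0.835). The Benjamini-Hochberg adjusted value over these 4 tests was 0.00667 for each of the 3 at the smallest p. They were chosen after the shares had been seen. Without 2,4-D the share was 1.27% to 1.43%, against 0.58% to 1.09% in the control of replicates 9 to 11, a difference that was not tested.

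**Figure D3:**
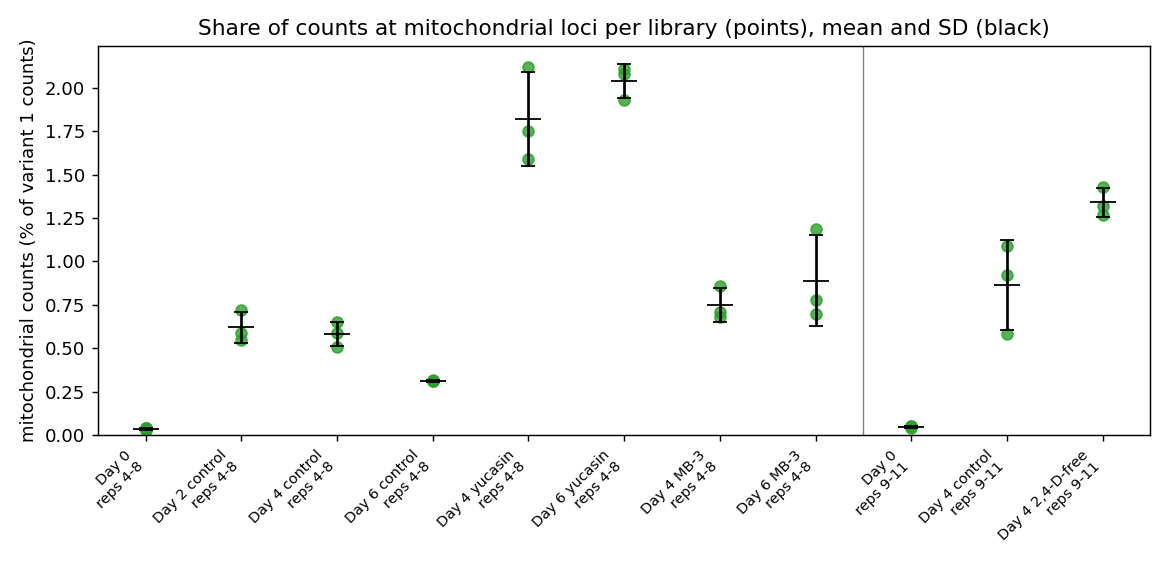
Percent of splice variant 1 counts at mitochondrial loci (vertical axis) in each library of replicates 4 to 11 (points) by group (horizontal axis), with group mean and SD in black. Every yucasin library lies at 1.59% or above, and the control libraries of replicates 4 to 8 at Days 4 and 6 lie between 0.31% and 0.65%.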

Values the study reported

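The study reported more than 7,000 differentially expressed genes at Day 14 against freshly isolated protoplasts in both the control and the MB-3 condition. It described 535 genes with stronger upregulation in the control than with MB-3. The study's methods name edgeR but not which of its tests, so its counts and the quasi-likelihood counts above may rest on different tests.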

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

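The tests of single libraries in this part were chosen after the values had been seen, and the tests of splits and of thinned counts for the day differences were set before their results. Among 42 values tested for a library far from the others of its group, 6 lay beyond the 95% critical value, where chance gives about 1 in 20.

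In 3 of these 6, a single read set the library apart. YUC1 was 0.0578 CPM in Day 4 control replicate 5 and had no count in the other 5 Day 4 control libraries. PLT3 was 0.146 CPM in Day 0 replicate 8 and IAA14 was 0.122 CPM in Day 0 replicate 7, with no count in the other 4 Day 0 libraries of replicates 4 to 8. The number of counts behind each value was 1, so few counts behind the value is a sufficient explanation, and no biological explanation was tested.

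Day 4 control replicate 6 was far above the other 5 Day 4 control libraries for MYB3R4 (13.6 CPM, others 7.44 to 9.24) and for BFN1 (11.0 CPM, others 1.06 to 4.61). Its 11.35 M mapped reads lay within the 6.64 to 19.13 M of the others, which leaves library size without a part. Its deviation from replicates 4 and 5 correlated across 17583 loci with the change from the Day 4 control of replicates 9 to 11 to the Day 6 control (Pearson r 0.678, Spearman rho 0.620), and loci are not independent replicates. A candidate explanation is faster progress of this culture. Day 6 also holds replicate 6, so a property of that replicate number other than progress cannot be told apart from it.

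ARF7 was 226.8 CPM in Day 0 replicate 4, against 132.3 to 158.4 CPM in the other 4 libraries. This library had 6.62 M mapped reads, below the 10.32 to 13.36 M of the others, so a difference in library size goes with the pattern. The value rests on 939 counts, with a counting error of 3.26%, and low depth by counting error alone therefore does not account for it. What set this library apart was not resolved, and no biological explanation was tested.

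The effects of yucasin at Days 4 and 6 differed in 647 genes, 521 with a higher and 126 with a lower value at Day 6 (766 with the replicate number as a block), and those of MB-3 differed in 85, 82 higher and 3 lower (143 with the block). Leaving out each replicate number in turn gave from 323 to 702 genes for yucasin and from 0 to 203 for MB-3 (3036 at an unadjusted p under 0.05 with all replicates). For MB-3 the likelihood-ratio test gave 183, DESeq2 141 and fitting only the groups compared 41, so its count is not stable. Total-count scaling moved the share of higher values for yucasin from 80.5% to 47.6%, with a shift of -0.33 in the median of all genes. Of the 521 genes, 515 had a Day 6 effect above 0 and 247 a Day 4 effect below 0. Of the 32 splits of the libraries that part same-numbered pairs, 8 gave as many genes as the real one for yucasin and 7 for MB-3. Exchanging all pairs of one day turns the difference into a sum, which reached up to 3725 and 1651 genes, and the splits therefore leave both differences unresolved. After thinning every library to the total of the smallest, 604 genes were past the thresholds for yucasin, so a difference in library size does not account for that count. For MB-3 the count was 56, below 85 by more than 1.5 times, so library size may account for part of it. Days 4 and 6 share only replicate 6 within this experiment, so the day and the replicate set cannot be told apart either.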

How the results depend on the processing

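Counted per result and alternative, 205 gene counts stayed within 1.5 times and 64 moved. For gene lists, 272 values kept direction and side of the threshold, 13 became weaker, 3 stronger and 2 reversed. For scores, 23 kept both and 2 became weaker. For named genes, 533 kept both, 23 became weaker, 13 stronger and 5 reversed. The cause was not tested for any change below. Total-count scaling and nuclear loci alone kept all 20 gene counts within 1.5 times.

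At a log2 fold change over 1 and an adjusted p under 0.05, genes numbered 11161 for Day 0 against leaf, 11166 and 10706 for the Day 14 control and MB-3 against Day 0, 3149 between them and 985 shared by both. They numbered 9571, 12302 and 12920 for the control at Days 2, 4 and 6 against Day 0, 2073 and 5892 for yucasin and 791 and 2604 for MB-3 at Days 4 and 6, 10506 for Day 4 against Day 0 in replicates 9 to 11, 2847 without 2,4-D, and 994 for its effect minus that of yucasin. They numbered 1241 for Day 0 of replicates 4 to 8 against 1 to 3 and 40 for replicates 9 to 11 against 4 to 8.

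The likelihood-ratio test gave 1663 genes for MB-3 against control at Day 14, 959 without 2,4-D, 602 for the effect without 2,4-D minus that of yucasin, 9 for the Day 4 change between experiments and 14 for Day 0 of replicates 9 to 11 against 4 to 8. DESeq2 gave 523, 4 and 13 for the last 3. For Day 0 of replicates 9 to 11 against 4 to 8, no low-count filter gave 10 genes and every splice variant 1, where the test as reported gave 0 and 2528 at an unadjusted p under 0.05. Fitting only the groups compared gave 101 genes for MB-3 at Day 4 and 305 without 2,4-D. Pooling 18 libraries without an experiment term gave 1626 without 2,4-D, and the effect minus that of yucasin gave 1334 without an experiment term.

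Leaving out each replicate number in turn gave from 529 to 640 genes for MB-3 against control at Day 14, from 198 to 247 for the genes shared by both Day 14 comparisons, from 89 to 189 for MB-3 at Day 4, from 12 to 1146 without 2,4-D, from 136 to 761 for its effect minus that of yucasin, from 0 to 46 for the Day 4 change between experiments (1820 at an unadjusted p under 0.05 with all replicates) and from 0 to 6 for Day 0 of replicates 9 to 11 against 4 to 8. The scores ranged from -1.26 to -1.16 for yucasin and from -1.21 to -1.08 for MB-3, and without replicate 6 the exact p was 0.0556 for each, the smallest that design can give. The score without 2,4-D ranged from -0.461 to -0.098, the latter without replicate 9, with an exact p of 0.2 with CPM of total counts. It was -1.06 with log2(CPM + 0.1) and -0.483 with genes at a mean CPM of at least 1, so its size depends on the pseudocount. With log2(CPM + 0.1) the scores were -2.20 for yucasin and -1.66 for MB-3 (exact p 0.005 each). Their sizes, close to each other at the main setting, therefore depend on the pseudocount too. List medians ranged from 0.95 to 1.23 for S phase at Day 2, from -0.19 to -0.11 for S phase with MB-3 at Day 4, from 0.14 to 0.297 for the TCA cycle list and from -0.31 to -0.25 for the photosystem list with MB-3 at Day 6, each past the threshold in some fits only. In the effect without 2,4-D minus that of yucasin, the G2/M median ranged from 0.28 to 1.26. It was past the threshold in every fit (camera adjusted p up to 0.0449), but its size is not stable. At Day 2 the medians ranged from 0.45 to 0.87 for the cell wall list and from 0.43 to 0.78 for the G2/M list. Neither passed in any fit.

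The S phase list at Day 2 had a median of 1.07 with every splice variant, 1.13 with the replicate block and 1.96 with total-count scaling, at adjusted p-values of 0.0637, 0.0769 and 0.0953. With fry, the chloroplast fission list (0.32, adjusted p 2.46e-06) and the cell wall list (0.84, adjusted p 0.00123) passed at Day 2, and the photosystem list with MB-3 at Day 6 (-0.25, adjusted p 0.223) and the G2/M list in the effect without 2,4-D minus that of yucasin (0.51, adjusted p 0.278) did not. fry asks whether a list changed at all and camera whether it changed more than other genes. The G2/M list at Day 2 had a median of 1.44 and an adjusted p of 0.00529 with total-count scaling, but camera pointed below other genes, against the sign of the median, and it was not counted as past the threshold under the condition on direction chosen after that output. In the effect without 2,4-D minus that of yucasin the G2/M list had 0.50 with an additive experiment term (adjusted p 0.0552) and 0 without an experiment term (0.813), where the S phase list passed at -0.40 (adjusted p 0.01). With organellar loci the photosystem list at Day 6 was -0.15 with MB-3 (adjusted p 0.409) and reversed to 0.19 with yucasin (0.627). The chloroplast fission list reversed to -0.15 with every splice variant (0.624).

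ARF7 with yucasin at Day 6 reversed to -0.43 with total-count scaling, which shifted all genes by a median of -0.48 and so says nothing of ARF7 itself, and ranged from -0.0844 to 0.0908 without each replicate. Among the genes that passed without 2,4-D, leaving out replicate 10 or 11 took CYCD3;1, KRP1, CCD8 and BFN1 beyond the adjusted p threshold, and leaving out 11 took AT4G15160. The same held in 2 of 3 fits for CYP79B2 with MB-3 at Day 14 (up to 0.032), MYB3R4 with yucasin at Day 4 and with MB-3 at Day 6, and PLT7 with MB-3, and in 1 of 3 for ARF19 with yucasin at Day 6, CYCB1;1 with yucasin and LP1 with MB-3 at Day 4. IAA18 in Day 0 against leaf reversed to -1.01 under total-count scaling, where the shift was -1.03, and ranged from -0.0777 to 0.24, and MYB3R4 without 2,4-D ranged from -0.60 to 0.21. Without replicate 9, KRP1 (2.35) and MCM3 (-2.15) passed in the effect without 2,4-D minus that of yucasin, and MCM3 (-3.50) and CYCD2;1 (-1.23) passed without 2,4-D. Total-count scaling took YUC1 at Day 14 against Day 0, CYCD3;1 at Day 2, MYB3R4 at Day 4 and MCM3 without 2,4-D past the adjusted p threshold, and DESeq2 took YUC1 in the Day 14 control against Day 0 and in MB-3 against control at Day 14, MCM3 without 2,4-D and KRP1 in the effect without 2,4-D minus that of yucasin. In the other direction, 2 named genes became weaker under total-count scaling and 1 with every splice variant. Depth limited YUC1 at Days 4 and 6, where no library had more than 1 count, and CYCB1;1 without 2,4-D, which was not tested.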

Other observations

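The splits of libraries were set before their results, except those for medium without 2,4-D against control at Day 4, and so was the test of Day 14 genes by replicate 2. The tests of reads at silent loci, the share of 30% detected that defines the 6 libraries, the held-out test without replicate 2, expression matching, the mitochondrial share and replicate 9 were chosen after the results had been seen.

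Loci silent in replicates 4 to 11 (2800 loci) had reads in 6 of the 12 libraries of replicates 1 to 3, where 36.8% to 88.7% of them were detected, against 1.04% to 11.5% in the other 6 libraries. Over the 6 libraries, reads rose with locus length (Spearman rho 0.605 across loci), which is consistent with genomic DNA or unspliced RNA in the library. The detected share did not rise with library size over the 12 libraries (Spearman rho -0.0559), and the 10 loci with the most reads held 14.4% of them, although the 10 top loci of a single library held 43.0% in leaf replicate 1 and 33.6% in leaf replicate 3, a large part of the reads there. Library size therefore does not account for the pattern, and a few loci do not account for the reads of the 6 libraries together. The 6 libraries fall in leaf, Day 0 and the Day 14 control, and no biological explanation was tested. Replicates 4 to 11 hold no leaf or Day 14 library, so expression of these loci in leaf or at Day 14 is not excluded.

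If these reads are background, they could raise the Day 14 control, whose replicates 1 and 3 are among the 6 libraries. With a mean of at least 5 CPM in the higher group, 535 genes were lower with MB-3 at Day 14, against 709. Genes higher in the Day 14 control than at Day 0 numbered 3417, against 4141. Those shared by both Day 14 comparisons numbered 324, against 389. Of the 709 genes lower with MB-3 at Day 14, 100% had control replicate 2 above every MB-3 library, but the genes were chosen for that difference, so this does not settle the question. Among the 344 genes called lower without replicate 2, 341 were also lower in MB-3 replicate 2 than in control replicate 2 (99.1%), which goes against background reads as the source of these calls.

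The G2/M phase list was lower expressed than the S phase list, and low expression could widen fold changes. Between genes paired on control expression, the G2/M phase gene changed by more than the S phase gene by a median log2 difference of -2.31 with yucasin at Day 4 (96 of 115 pairs below 0), -2.38 at Day 6 (139 of 158), -2.03 with MB-3 at Day 4 (105 of 115) and -1.47 at Day 6 (146 of 158), and -1.32 without 2,4-D at Day 4 (65 of 88). Lower expression therefore does not account for the larger fall of the G2/M phase list with the inhibitors. A dependence of G2/M phase transcripts on auxin synthesis and histone acetylation may be a hypothesis for it, which these data alone cannot separate from a slower culture, and the paired difference was also below 0 without 2,4-D, where neither inhibitor was added.

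Within replicates 4 to 8, the mitochondrial share was higher in yucasin libraries than in the Day 4 or 6 libraries without yucasin of at most the same depth, by at least 0.4 percentage points, though only 2 such libraries exist there. With replicates 9 to 11 included, a choice made after the shares had been seen, 7 such libraries exist, and the gap narrowed to 0.16 percentage points (1.43% without 2,4-D against 1.59%). Among the Day 4 controls of those replicates the share was 0.58% at 19.13 M mapped reads, 0.92% at 8.31 M and 1.09% at 6.64 M. The 3 mitochondrial loci with the largest gain held 18.9% of it at Day 6, and all 121 mitochondrial loci gained. A few loci therefore do not account for the share, but whether library size contributed cannot be settled from so few libraries. How organellar transcripts entered mRNA libraries was not tested, so a difference in library preparation cannot be told apart from a difference between cultures.

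The count of genes without 2,4-D depended on each replicate. Against 598 with all, it was 1146 without replicate 9, 39 without replicate 10 and 12 without replicate 11. Only leaving out replicate 9 raised it. Control deviations were compared across 17583 loci with the Day 4 to Day 6 change in the control of replicates 4 to 8. Replicate 9 gave Pearson r 0.388 (Spearman rho 0.386), and replicates 10 and 11 gave r of -0.269 and -0.391. Faster progress of replicate 9 therefore cannot be told apart from slower progress of replicates 10 and 11. The G2/M phase score was 2.35 in control replicate 9, and 1.56 and 1.61 in replicates 10 and 11. The Day 4 controls of replicates 4 to 6 had 2.21 to 2.90, so replicate 9 did not exceed them. The 2,4-D-free library of replicate 9 showed no relation to the Day 4 to Day 6 change (r -0.0149). Yet it lay farthest from its group mean among the 47 libraries (root mean square log2 deviation 0.557, against 0.385 for its control). It held 5.28% plastid counts and 10.0% of counts in 10 loci. Progress of the control culture does not address that library, and what set it apart was not tested. Exchanged labels in replicate 9 are unlikely, as its control library had the higher G2/M phase score by 1.60.

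For each comparison of 3 libraries with 3, only 4 splits part the same-numbered pairs, and for 3 with the 5 Day 0 libraries 8 do, so the share of splits cannot fall under 0.05 in 37 of 46 results. In these, the real split alone (1 of 4 or 1 of 8) gave a result as large, for the gene counts of Day 0 against leaf, of both Day 14 cultures against Day 0 and against each other, of Days 2, 4 and 6, of yucasin and MB-3 at both days, of Day 4 in replicates 9 to 11 and of medium without 2,4-D, and for their gene lists. The exception was the photosystem list with yucasin at Day 6, for which 3 of 4 splits gave as large a median. The lowest share that can be reached was fixed by the design, so the share itself is evidence neither for nor against these results. In the counts of 3 libraries against 3, the other splits gave no gene past the thresholds (their unadjusted p-values were not kept), and in those against 5 Day 0 libraries they gave up to 1617, 2980 and 3466 genes for Days 2, 4 and 6.

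The genes shared by both Day 14 comparisons (389) were matched by 3 of 100 splits, the real one included, and the 135 genes between Day 0 of replicates 4 to 8 and 1 to 3 by 1 of 56, both shares under 0.05. For the shared genes, the other splits gave a median of 0 genes and at most 2146. Most of them move Day 0 libraries into the Day 14 groups, so that share does not test MB-3 against control. Splits gave as many genes as the effect without 2,4-D minus that of yucasin in 3 of 32, and as large a median for the S phase list in 26 and for the G2/M phase list in 27 of 32. Exchanging all pairs of one experiment turns this difference into a sum, which reached up to 2314 genes and a G2/M phase median of 4.84, so these splits cannot test it. For the comparisons with 0 genes, all 32 splits of the Day 4 change between experiments (1820 genes at an unadjusted p under 0.05) and all 56 of Day 0 of replicates 9 to 11 against 4 to 8 (2528 genes) gave at least as many, as any split must.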
